# AgRP neurons shape the sperm small RNA payload

**DOI:** 10.1038/s41598-025-91391-4

**Published:** 2025-02-28

**Authors:** Iasim Tahiri, Sergio R. Llana, Francisco Díaz-Castro, Marc Claret, Arnaud Obri

**Keywords:** Molecular biology, Neuroscience, Epigenetics, Metabolism

## Abstract

Paternal dietary patterns and obesity can affect offspring through epigenetic signals in sperm RNA. By activating hypothalamic Agouti-related peptide (AgRP) neurons in mice to simulate obesity’s effects, we observed changes in the small noncoding RNA payload of sperm. These alterations, particularly in transfer RNA-derived small RNAs (tsRNAs), are similar to those induced by short-term high-fat diets, suggesting a common upstream regulatory mechanism involving AgRP neurons that affects metabolic epigenetic inheritance.

**Supplementary Information:**

The online version contains supplementary material available at 10.1038/s41598-025-91391-4.

## Introduction

Paternal metabolic state and dietary patterns affect the progeny through a cascade of epigenetic signals. These modifications, transported by the sperm RNA payload, are now recognized as vectors transmitting nuanced information that shapes offspring phenotypes^1–4^. Recent studies have shown that transfer RNA-derived small RNAs (tsRNAs) in sperm are important mediators of epigenetic inheritance, particularly influencing the metabolic pathways that predispose offspring to obesity^4–9^. The mechanisms underlying sperm RNA modifications are complex. Sperm RNA content can be altered through several established pathways: direct environmental effects on developing sperm cells in the testes, RNA transfer from epididymal cells via epididymosomes, mitochondrial dysfunction, and RNA modifications and processing^4,5,10–12^.

This complexity of RNA modification pathways suggests multiple potential points where metabolic signals could influence the sperm RNA payload. In this context, hypothalamic Agouti-related peptide (AgRP) neurons emerge as particularly interesting candidates for investigation, as these neurons are central players in the orchestration of energy balance and are known to modify their activity in response to excessive weight gain, reflecting an intricate dialogue between nutritional status and neuroendocrine function^13^. The influence of AgRP neurons extends beyond metabolic regulation, as their activation triggers a complex network of downstream effects that impact various physiological processes such as reproductive function and cognitive function among others^14–16^. While the transformative power of the sperm RNA payload is acknowledged, particularly concerning metabolic traits, the precise signals that sculpt these epigenetic landscapes remain to be discovered.

Here, we aimed to mimic the hyperactive state of AgRP neurons one piRNA that occur in obesity^17,18^. To achieve this, we employed Designer Receptors Exclusively Activated by Designer Drugs (DREADD), a well-known chemogenetic tool for selectively activating specific neuronal populations in the mouse brain^19^ .We bilaterally injected an excitatory DREADD adeno-associated viral (AAV-hM3Dq-mCherry) vector into the arcuate nucleus of the hypothalamus (ARH) in both *Agrp*^*Cre/+*^ and *Agrp*^*+/+*^ (Fig. 1a). Three weeks post-injection, we confirmed the restriction of AAV to AgRP neurons and validated its efficacy (Supplemental Fig. 1a-c). The DREADD ligand, Clozapine-N-Oxide (CNO), was administered to both *Agrp*^*Cre/+*^ and control *Agrp*^*+/+*^ mice in the absence of food. Four hours post-administration, mature sperm was harvested from the caudae epididymides, and RNAs were extracted from the sperm. The purity of sperm samples was validated by qPCR analysis of cell-type specific markers. This analysis showed strong enrichment for mature sperm markers such as *Protamine-2* (*Prm2*) and low enrichment for somatic and stem cell markers such as *E-cadherin* and *C-kit* (Supplemental Fig. 1d). These RNAs were then used to prepare a small non-coding RNA (sncRNA) library, which was subsequently sequenced (Fig. 1a).

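Sperm from the caudae epididymides of 4 activated mice and 4 control mice was sequenced, 1 library per mouse. All 8 mice had received, 3 weeks earlier, a virus that carries a Cre-dependent excitatory DREADD, a receptor that answers to CNO, so that the drug excites AgRP neurons only in mice with the Cre allele. CNO was given at 1 mg/kg after food had been removed for 1 h, and sperm was taken 4 h later. The authors trimmed the reads, kept those of 15 to 45 bp and left duplicates in. They matched them with 0 mismatches to the mm10 genome and then to miRNA, rRNA, tRNA, piRNA and other ncRNA sequences with SPORTS1.1. They deposited, for each mouse, every distinct fragment with its raw read count, its annotation and whether it matches the genome. Activated samples held 14903635, 17489698, 14757501 and 9409491 reads (median 14830568) and control samples 12421068, 23123740, 9297271 and 14348060 (median 13384564), with no difference between groups (exact permutation test, two-sided, p = 0.943, n = 4 per group). Between 63.4% and 74.6% of reads matched the genome in activated samples and between 59.1% and 77.7% in control samples (exact permutation test, p = 0.743). A fragment can be annotated without matching the genome, because each database is matched on its own. From the counts, shares of biotypes, reads scaled to the total of each library (RPM) at each length and tests per fragment were computed. Every comparison rests on 4 mice against 4, for which the smallest p of a two-sided exact permutation test is 0.0286. Reads are amplified copies, so the spread between mice, not the number of reads, was taken as the error.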

**Fig. 1:**
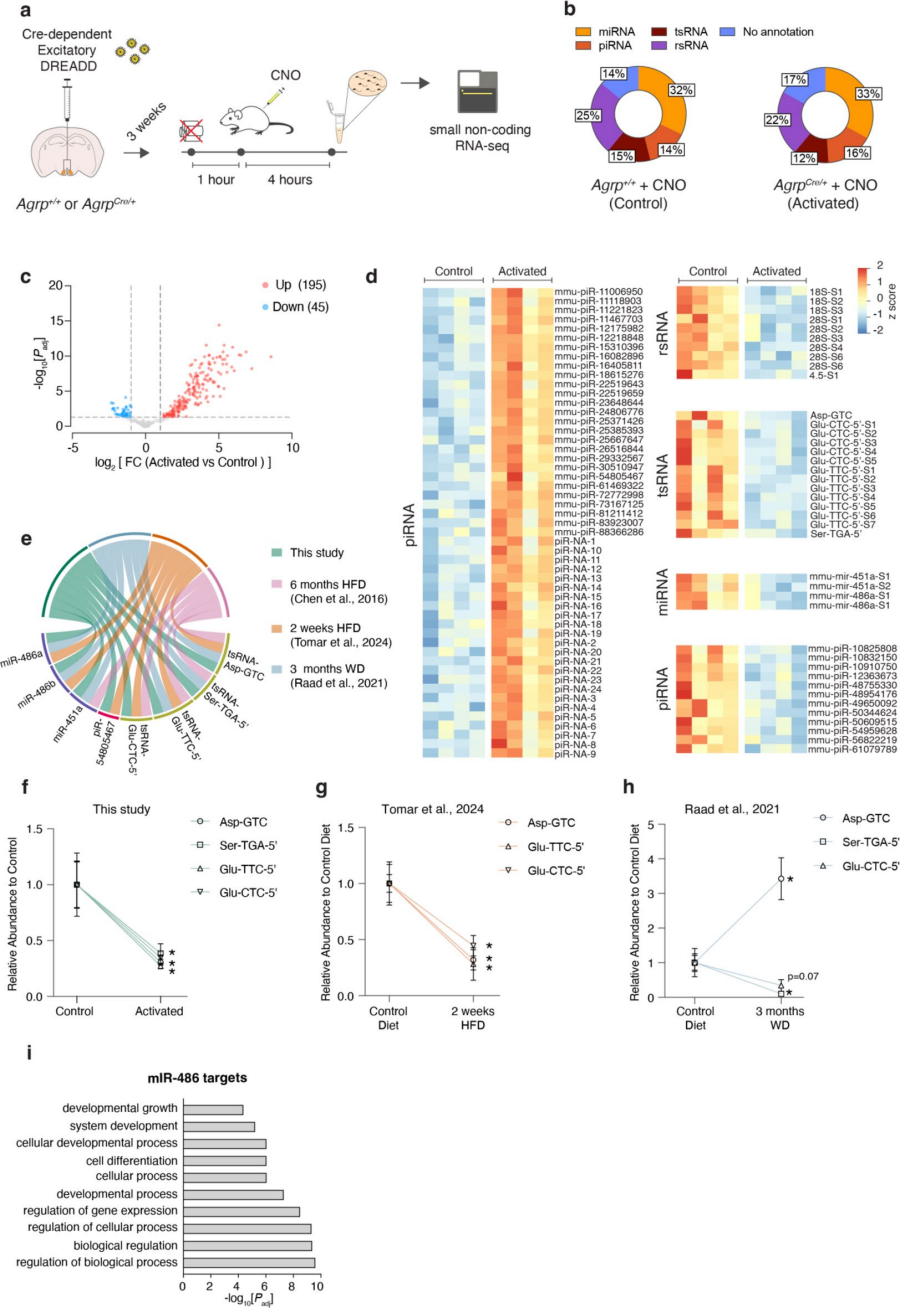
Activation of hypothalamic AgRP neurons leads to alteration on the sperm RNA payload. (**a**) Experimental design of this study. (**b**) Distribution of sncRNA biotypes in cauda spermatozoa from control (*Agrp*^*+/+*^ + CNO) and activated (*Agrp*^*Cre/+*^ + CNO) mice. *n* = 4 per group. microRNAs (miRNAs), PIWI-interacting RNAs (piRNAs), transfer RNA-derived small RNAs (tsRNAs) and ribosomal small RNAs (rsRNAs). (**c**) Volcano plot representation of differentially expressed small non coding RNAs ( sncRNAs) fragments (false discovery rate < 0.05 and log2[fold change (FC)] > |1|). *n* = 4 per group. (**d**) Heat map representation of differentially expressed piRNA, miRNA, rsRNA and tsRNA fragment levels in cauda spermatozoa from control and activated mice. *n* = 4 per group. (**e**) Chord diagram illustrating the overlap of significantly (false discovery rate < 0.05) altered sncRNAs between our study and previous studies examining the impact of high-fat diet (HFD) or Western diet (WD) feeding on sperm RNA payload composition. (**f**) Relative abundance of tsRNAs (Asp-GTC, Ser-TGA-5’, Glu-TTC-5’, Glu-CTC-5’) differentially expressed fragments in control (*n* = 4) and AgRP-activated (*n* = 4) groups (this study). (**g**) Relative abundance of tsRNAs (Asp-GTC, Glu-TTC-5’, Glu-CTC-5’) differentially expressed fragments in control (*n* = 4) and 2-weeks HFD (*n* = 4) groups (Tomar et al., 2024). (**h**) Relative abundance of tsRNAs (Asp-GTC, Ser-TGA-5’, Glu-CTC-5’) differentially expressed fragments in control (*n* = 3) and 3-months WD (*n* = 3) groups (Raad et al., 2021). (**i**) Gene ontology pathway analysis of the target genes of miR-486a and b (false discovery rate < 0.05). Data are presented as mean ± s.e.m. and were analyzed by unpaired two-tailed Student’s t-tests (f-h).

After mapping reads to the reference genome and sncRNA annotation databases, we confirmed that the distribution and biotypes between the two groups were very similar (Fig. 1b). 

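A principal component analysis of the fragment counts placed activated replicates 1 and 4 with control replicates 2 and 4 on one side of the first component, which held 53.2% of the variance, and the remaining 4 samples on the other side. Mitochondrial rRNA made up 0.123% to 0.182% of reads in the first set of 4 samples and 1.09% to 1.89% in the second. Each set holds 2 activated and 2 control samples, so the split does not follow AgRP neuron activation.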

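Shares are percentages of the reads that fell in miRNA, piRNA, tsRNA, rsRNA or no annotation, averaged over the 4 mice. In control sperm, miRNAs took 32.2% ± 12.7 (SD, n = 4), piRNAs 14.1% ± 2.64 (SD, n = 4), tsRNAs 14.9% ± 3.79 (SD, n = 4) and rsRNAs 24.3% ± 8.98 (SD, n = 4). Fragments without annotation took 14.4% ± 3.59 (SD, n = 4).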

Sperm of control mice had microRNAs (miRNAs) at 32%, PIWI-interacting RNAs (piRNAs) at 14%, transfer RNA-derived small RNAs (tsRNAs) at 15% and ribosomal small RNAs (rsRNAs) at 25%. In comparison, sperm of AgRP neuron-activated mice showed miRNAs at 33%, piRNAs at 16%, tsRNAs at 12% and rsRNAs at 22%. This similarity suggests that the global sncRNA profiles of the two groups are largely comparable, indicating that broad changes in RNA expression or biotype distribution in sperm are not the primary effects of AgRP neuron activation on the sperm RNA payload.

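Activated sperm had 33.0% ± 7.20 (SD, n = 4) miRNA, 15.9% ± 1.49 piRNA (SD, n = 4), 12.298% ± 0.637 tsRNA (SD, n = 4), 21.4% ± 4.35 rsRNA (SD, n = 4) and 17.3% ± 5.12 without annotation (SD, n = 4). None of the 5 differences passed a p of 0.05. Exact permutation tests (two-sided) gave p = 0.886 for miRNA, 0.371 for piRNA, 0.229 for tsRNA, 0.743 for rsRNA and 0.457 for fragments without annotation, and the lowest p after Benjamini-Hochberg adjustment over the 5 tests was 0.762. The share of rsRNA was 2.89 percentage points lower in activated sperm (difference -2.89) over all reads, and 1.23 points higher when only reads that match the genome were counted. Control replicate 3 set much of this reversal. Of its 3277711 rsRNA reads, 1420754 matched the genome, a smaller part than in any other sample. Its rsRNA of 36 nt stood at 107407 RPM, against 4473 to 10588 RPM in the other controls. Without it the control share was 20.1% over all reads.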

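Within the first set of 4 samples named above, the share of tsRNA differed by -0.022 percentage points between 2 activated and 2 control mice, and within the second set by -5.26 points. The corresponding differences for miRNA were -2.65 and 4.26 points. With 2 mice against 2 these differences were not tested. From the closeness of the group means, the paper proposes that broad shifts between biotypes are not the main effect of AgRP neuron activation.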

Nevertheless, a closer examination revealed specific alterations in tsRNA fragment sizes upon AgRP neuron activation. 

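Reads assigned to the 5' end of mature tRNAs summed to 47361 ± 5686 RPM (SD, n = 4) in activated sperm and 63543 ± 14787 RPM (SD, n = 4) in control sperm (exact permutation test, two-sided, p = 0.0857). The decrease lay in fragments of nuclear tRNAs, at 0.677 of control (exact permutation test, p = 0.0857). Fragments of mitochondrial tRNAs stood at 1.53 of control (exact permutation test, p = 0.114). Neither difference passed a p of 0.05.

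**Figure D1:**
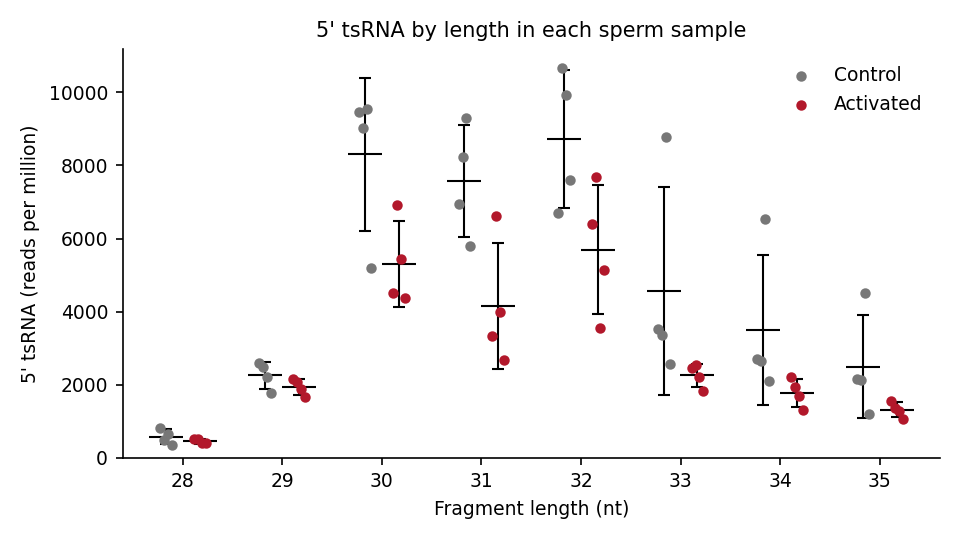
5' tsRNA of 28 to 35 nt in RPM (vertical axis) by fragment length (horizontal axis). Each point is 1 sperm sample, grey for control and red for activated, with the mean and 1 SD of each group in black. At 33 nt control replicate 3 stands alone at 8791 RPM, and at 30 nt control replicate 4 lies at 5198 RPM, among the activated samples.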

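At 30 nt, 5' tsRNA amounted to 5308 ± 1172 RPM (SD, n = 4) in activated sperm and 8301 ± 2080 RPM (SD, n = 4) in control sperm, a change of -36.1%. At 31 nt the values were 4155 ± 1727 and 7575 ± 1524 RPM (SD, n = 4 each), a change of -45.1%. At 32 nt they were 5696 ± 1757 and 8722 ± 1880 RPM (SD, n = 4 each), a change of -34.7%. Two-sided exact permutation tests gave p = 0.0857, 0.0571 and 0.0857. Only at 33 nt did every activated sample lie below every control sample, with 2257 ± 315 against 4560 ± 2851 RPM (SD, n = 4 each; exact permutation test, p = 0.0286), and there 1 sample, control replicate 3, set much of the difference. Of the 31 lengths tested none passed Benjamini-Hochberg adjustment (lowest adjusted p = 0.322, exact permutation tests). With library sizes scaled by edgeR's TMM factors, activated sperm stood at 0.616 of control at 30 nt and 0.510 at 31 nt (exact permutation test, p = 0.0286 for each). With reads that match the genome as denominator, the ratio at 33 nt was 0.455 (exact permutation test, p = 0.0857). Single samples moved the ratios both ways. The lowest ratios were 0.569 at 30 nt without control replicate 4 and 0.440 at 31 nt without activated replicate 2 (exact permutation test, p = 0.0286 for each). Without activated replicate 4 the reduction was smallest at 30 nt, at 32.3%, and at 31 nt, at 38.7%. At 32 nt it was smallest without activated replicate 3, at 26.5% (exact permutation test, p = 0.171). The ratio to control was below 1 in both sets of samples that the principal component analysis separated, at 0.624 and 0.651 for 30 nt, 0.429 and 0.652 for 31 nt and 0.633 and 0.675 for 32 nt.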

We observed significant changes in tsRNA sizes of 30, 31 bp (*P* value < 0.05), and 32 bp (*P* value = 0.05), with a reduction of approximately 40% (Supplemental Fig. 2a). The rapid changes observed in tsRNA composition following AgRP neuron activation are particularly intriguing and could be explained by the dynamic nature of tsRNA biogenesis. tsRNAs are produced through enzymatic processing of mature tRNAs by specific enzymes, notably DNMT2 and angiogenin^10,20^. Additionally, single-cell analysis of the epididymis has revealed an abundance of nucleases capable of such RNA processing, highlighting the epididymis as a key site for rapid RNA modifications^21^. We hypothesize that AgRP neuron activation may influence these enzymatic processing pathways, providing a mechanistic explanation for the acute changes we observe in sperm tsRNA content. This mechanism would allow for rapid modifications in RNA fragments without requiring de novo RNA synthesis, consistent with the timeframe of our observations.

In contrast, miRNAs, piRNAs and rsRNAs did not show differences in the abundances of specific fragment sizes, suggesting that their processing and stability are not significantly affected by AgRP neuron activation (Supplemental Fig. 2b-d).

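The same test at each length found 1 of 31 lengths of miRNA, 2 of 22 lengths of piRNA and 1 of 31 lengths of rsRNA at the smallest p that the design allows, and none after adjustment (lowest adjusted p = 0.531 for miRNA, 0.314 for piRNA and 0.590 for rsRNA, exact permutation tests with Benjamini-Hochberg adjustment). The largest in abundance was rsRNA of 20 nt, with 5894 ± 441 RPM in activated and 11042 ± 3784 RPM in control sperm (SD, n = 4 each), a ratio of 0.534. Abundance of piRNA was higher in activated sperm at 25 nt, with 7806 ± 193 against 6161 ± 1236 RPM, and at 26 nt, with 7983 ± 223 against 6134 ± 1325 RPM (SD, n = 4 each). For miRNA the length was 41 nt, at 4.19 ± 1.54 against 8.24 ± 2.93 RPM (SD, n = 4 each). These directions were shared by both sets of samples split by the first principal component.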

Building on these observations, we carried out a differential expression analysis to pinpoint sncRNAs with significant expression differences between the control and AgRP neuron-activated groups. 

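Counts of each distinct fragment were tested with edgeR's quasi-likelihood test after TMM normalization, and with DESeq2 and apeglm-shrunken fold changes as the paper's methods describe. Of all fragments, 12077 had at least 50 counts in at least 4 samples. By annotation, 3948 of these were rsRNA, 1946 piRNA, 1926 tsRNA, 1046 miRNA and 2146 had no annotation, and 44.0% of the 12077 did not match the genome. In counts simulated from these samples, with 100 fragments raised and 100 lowered by 3 on the log2 scale, edgeR called 69 of the raised, 63 of the lowered and 3 unchanged fragments. DESeq2 called 93, 88 and 50. The simulated fragments vary independently of each other, so they lack the split of samples along the first principal component. Their changes are also larger than the minimum of 1. These counts of true and false calls therefore need not hold for the real samples.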

Unexpectedly, this analysis revealed 195 sncRNAs that were upregulated and 45 sncRNAs that were downregulated in the sperm following AgRP neuron activation (*P*_*adj*_ < 0.05 and log_2_[fold change (FC)] > |1|), constituting approximately 2% of the total sncRNA pool (Fig. 1c). 

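With an adjusted p under 0.05 and a log2 fold change beyond 1, edgeR called 61 fragments higher in activated sperm and 0 lower, while 353 fragments were higher and 403 lower at an unadjusted p under 0.05 with the same fold change minimum. DESeq2 with apeglm called 195 higher and 45 lower, 1.99% of the fragments tested, and 60 of edgeR's 61 were among them. Groups did not overlap for 61 of 61 edgeR calls and 203 of 240 DESeq2 calls, against 469 of all fragments tested, of which chance gives 2.86%. The largest rise among edgeR's calls was that of a 39 nt fragment, with 106, 88, 270 and 64 counts in activated samples and 1, 0, 0 and 0 in control samples. Its reads were at least 41.2-fold higher than the floor of 3 counts per control sample. The next were an 18 nt fragment (log2 fold change 7.04, standard error 1.05, edgeR adjusted p = 0.0330) and a 40 nt fragment (log2 fold change 6.74, standard error 1.06, edgeR adjusted p = 0.0390). These 3 fragments do not match the mouse genome and have no sequence printed here. Control samples held 5, 0, 0 and 3 counts of the 18 nt fragment and 13, 0, 1 and 7 of the 40 nt fragment. Both fold changes therefore rest on few control counts. When each of the 8 samples was left out in turn, edgeR called from 0 to 58 fragments, and 0 in 6 of the 8 fits (without activated replicate 1, 3 or 4 or control replicate 2, 3 or 4). Without an activated sample, a fragment seen only in activated sperm cannot reach 50 counts in 4 samples, and the 3 fragments with the largest rise were tested in 4 of the 8 fits. EdgeR called 0 when only fragments that match the genome were tested, with 35 higher and 245 lower at an unadjusted p under 0.05. The alternative that moved the counts most was a minimum of 1 count in at least 4 samples, with 1743 higher and 1057 lower.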

Although these changes represent only a small fraction of the sncRNA payload (2%), this is expected given the acute nature of the treatment. 

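In reads, the fragments called by DESeq2 took 0.685% of all reads in activated sperm and 0.708% in control sperm. These shares pool opposite changes. Fragments called lower summed to 1952 ± 517 RPM in activated and 6552 ± 3912 RPM in control sperm (SD, n = 4 each). Those called higher summed to 4819 ± 2806 and 514 ± 196 RPM where they do not match the genome. Where they match it, the sums were 75.0 ± 34.4 and 13.0 ± 2.19 RPM (SD, n = 4 each). All were chosen on these samples.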

Among the affected biotypes, 26% were piRNA, 6% were rsRNA, 6% were tsRNA, and 2% were miRNA (Supplemental Fig. 2e). Additionally, a high fraction (60%) of the differentially expressed sncRNAs were without annotation, so our analysis focused on the annotated sequences to provide clearer insights into the specific sncRNAs influenced by AgRP neuron activation (Supplemental Fig. 2e). 

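Of the 240 fragments called by DESeq2 with apeglm, 63 (26.3%) were annotated as piRNA, 10 (4.17%) as rsRNA, 14 (5.83%) as tsRNA and 4 (1.67%) as miRNA, and 3 (1.25%) fell in other classes. Among the 61 called by edgeR, 16 (26.2%) were piRNA and the remaining 45 (73.8%) had no annotation.

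**Figure D2:**
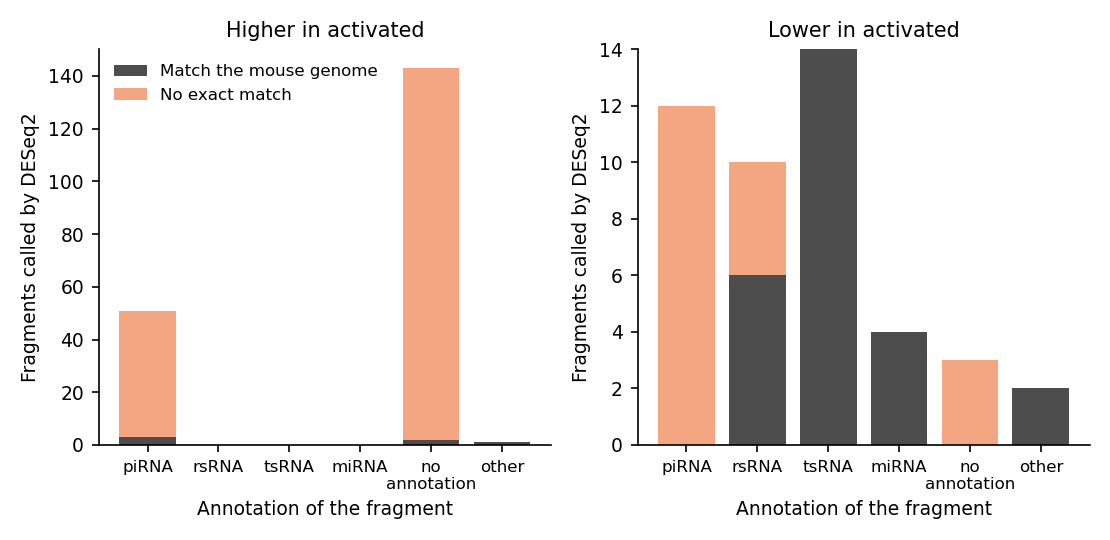
Number of fragments called by DESeq2 with apeglm (vertical axis) by annotation (horizontal axis), higher in activated sperm on the left and lower on the right. Bars are split into fragments that match the mouse genome exactly (dark) and those that do not (light). Of the 195 fragments that were higher 189 do not match, against 19 of the 45 that were lower.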

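DESeq2 left 146 of its 240 calls (60.8%) without annotation, of which 143 were higher in activated sperm. Of those 143 fragments, 141 did not match the mouse genome. Over all biotypes, 96.9% of the fragments called higher did not match it, against 43.2% of the fragments not called (Fisher's exact test, two-sided, p = 1.65e-59 across fragments, which are not independent). Of the 172 such fragments of at least 20 nt called higher, 9 (5.23%) are found exactly in bacterial 16S rRNA sequences, against 37 of 4623 (0.800%) not called. When only annotated fragments were tested, edgeR called 0, with 143 higher and 296 lower at an unadjusted p under 0.05.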

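The DESeq2 calls in tsRNA (14), rsRNA (10) and miRNA (4) were lower in activated sperm, and edgeR called none of them. The called 18S fragment with most reads was 16 nt long, with 12.0 ± 4.91 against 37.5 ± 13.8 CPM (SD, n = 4 each; log2 fold change -1.65, standard error 0.42, edgeR adjusted p = 0.218). Its 28S counterpart was 24 nt long, with 39.9 ± 9.05 against 93.5 ± 20.8 CPM (SD, n = 4 each; log2 fold change -1.23, standard error 0.32, edgeR adjusted p = 0.237). For 4.5S rRNA it was a 31 nt fragment at 7.06 ± 1.58 against 29.5 ± 26.7 CPM (SD, n = 4 each), in which control replicate 3 was far above the other controls. The largest fall that separated the groups was that of a 21 nt fragment of 18S rRNA, with a log2 fold change of -2.65 (standard error 0.55, edgeR adjusted p = 0.0915). In each of these 4 fragments, every activated sample was below every control sample (exact permutation test, p = 0.0286). The 21 nt fragment was chosen among calls whose groups do not overlap, which fixes its p. The others were called on these samples, so their p is not independent of the choice. The fragments with most reads, none of them called, had log2 fold changes of 0.37 for 28S, -0.08 for 18S and -0.22 for 4.5S (edgeR adjusted p = 0.999 for each), and the sign for 18S changed between scalings. Of the fragments tested, 373 of 479 of 18S, 1323 of 1837 of 28S and 11 of 19 of 4.5S were lower in activated sperm.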

Among the differentially expressed sncRNAs that we detected, all tsRNAs, miRNAs, and rsRNAs were downregulated. Only piRNAs showed both upregulation and downregulation, indicating a more complex regulatory pattern for this biotype compared to the others (Fig. 1d).

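Of the 63 called piRNA fragments, 51 were higher and 12 lower in activated sperm. Among those higher, 48 did not match the mouse genome, and all 12 of those lower did not match it either.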

To further contextualize our findings, we compared our data with three previous studies that analyzed the impact of short- and long-term obesogenic diets on sperm RNA payload composition^4,5,9^. Given the established role of AgRP neurons in regulating whole-body energy homeostasis, this comparison is particularly relevant. This intersection analysis revealed that the alterations in tsRNA-Ser-TGA-5’ and tsRNA-Glu-TTC-5’ are consistently observed across multiple studies (Fig. 1e). 

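Of Ser-TGA-5', 4 fragments passed the count minimum and DESeq2 called 1 of them. This fragment of 15 nt stood at 0.174 of control over the groups (exact permutation test, two-sided, p = 0.0286), with 2.21 ± 0.994 against 12.7 ± 12.6 RPM (SD, n = 4 each), and control replicate 3 alone held 31.5 RPM. Over all 4 fragments Ser-TGA-5' stood at 0.488 of control (exact permutation test, p = 0.0286), and at 0.642 without control replicate 3 (exact permutation test, p = 0.0571). Of Glu-TTC-5', 14 fragments were tested and 7 called. The called fragments summed to 33.1 ± 5.58 against 121 ± 70.5 RPM (SD, n = 4 each), 0.273 of control (exact permutation test, p = 0.0286), and all 14 to 0.395 of control (exact permutation test, p = 0.0571). For both tsRNAs the called fragments were chosen on these samples, so the p over them is not independent of the choice. Its called fragment with most reads was 31 nt long, with a log2 fold change of -2.53 (standard error 0.53, edgeR adjusted p = 0.105). Of 512 RNA species, over whose fragments counts were summed, edgeR called 0, with 10 higher and 35 lower at an unadjusted p under 0.05. Log2 fold changes were -1.01 for Ser-TGA-5' and -1.26 for Glu-TTC-5' (standard errors 0.34 and 0.35, edgeR adjusted p = 0.542 for both). DESeq2 called Glu-TTC-5' (adjusted p = 0.0493) and not Ser-TGA-5' (adjusted p = 0.214). Samples of the high-fat and Western diet studies were not analysed here.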

The recurrence of these specific tsRNAs across different experimental conditions underscores their potential role as key markers or mediators in the physiological responses to both AgRP neuron activation and dietary changes. This is particularly significant given the established role of tsRNAs in the epigenetic inheritance of metabolic traits, such as obesity^4,5,10,12^. Additionally, similar patterns of alterations for other tsRNAs, such as tsRNA-Asp-GTC and tsRNA-Glu-CTC-5’, reinforce the idea that specific tsRNAs are reliably affected by various physiological stimuli and dietary interventions, further linking neural activation and metabolic epigenetics (Fig. 1e). 

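For Asp-GTC, 1 of the 210 fragments tested was called by DESeq2, a 35 nt fragment with 6.03 ± 1.05 RPM in activated and 19.7 ± 8.22 RPM in control sperm (SD, n = 4 each), 0.306 of control (exact permutation test, two-sided, p = 0.0286). Summed over all 210, Asp-GTC stood at 0.770 of control, within the spread between mice (exact permutation test, p = 0.314). Of the 210 fragments, which are not independent, 186 were lower in activated sperm (median log2 fold change -0.356). For Glu-CTC-5', 5 of 10 fragments were called, and these summed to 1160 ± 345 against 3752 ± 2500 RPM (SD, n = 4 each), 0.309 of control. All 10 summed to 0.320 of control (exact permutation test, p = 0.0571 for both sums). Called fragments of Asp-GTC and Glu-CTC-5' were chosen on these samples, so the p over them is not independent of the choice. The Glu-CTC-5' fragment with most reads was 35 nt long and fell from 2091 ± 1446 to 633 ± 107 CPM (SD, n = 4 each; log2 fold change -1.72, standard error 0.47, edgeR adjusted p = 0.275).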

Importantly, the expression levels of tsRNAs Asp-GTC, Glu-CTC-5’, and Glu-TGA-5’ were significantly decreased in sperm following short-term high-fat diet (HFD)^5^, closely mirroring the downregulation observed after AgRP neuron activation (Fig. 1f-g). In contrast, long-term Western diet (WD)^9^ feeding resulted in a differential response: while tsRNAs Glu-CTC-5’ and Ser-TGA-5’ were decreased, tsRNA Asp-GTC was notably increased in sperm (Fig. 1h). 

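Of the comparison in Fig. 1f and g, the AgRP neuron activation samples were analysed and the short-term high-fat diet samples were not analysed here. Over all tested fragments, Glu-CTC-5' stood at 0.484 and 0.255 of control within the sets of samples that the first principal component separated, Glu-TTC-5' at 0.525 and 0.320, Ser-TGA-5' at 0.772 and 0.329, and Asp-GTC at 1.07 and 0.601. Over the fragments called by DESeq2, which were chosen on these samples, the ratios in the first and second set were 0.431 and 0.261 for Glu-CTC-5', 0.463 and 0.207 for Glu-TTC-5', 0.324 and 0.126 for Ser-TGA-5', and 0.260 and 0.363 for Asp-GTC. Asp-GTC was thus lower in both sets over its 1 called fragment, and only in the second set over all its tested fragments. The differences between the sets were not tested.

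**Figure D3:**
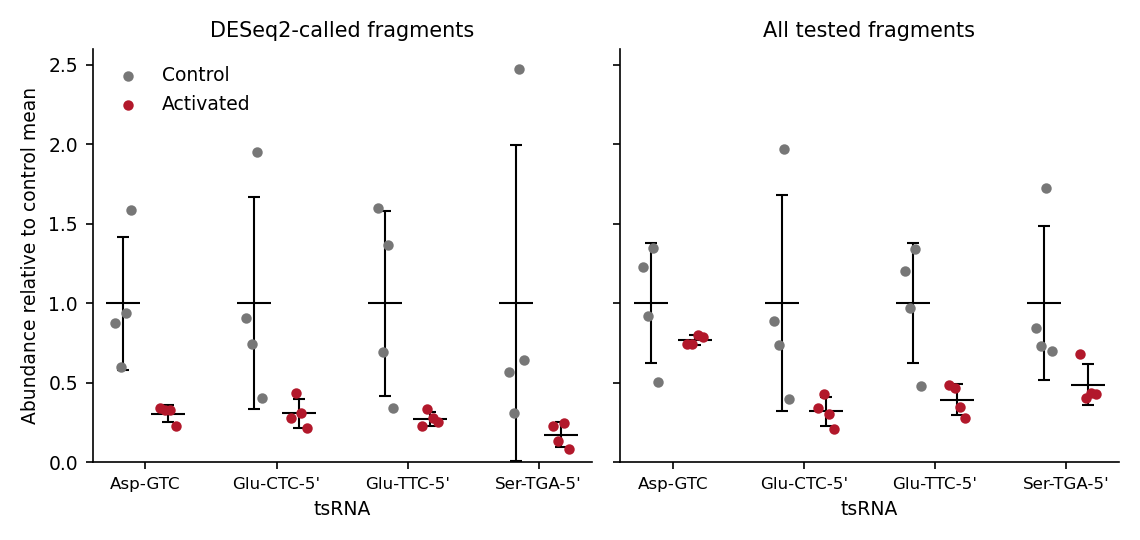
Abundance of 4 tsRNAs relative to the mean of control sperm (vertical axis), over the fragments called by DESeq2 (left) and over all fragments tested (right). Each point is 1 sperm sample, grey for control and red for activated, with the mean and 1 SD of each group in black. Asp-GTC lies at 0.306 of control over its 1 called fragment and at 0.770 over all 210.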

We could not make this comparison with the long-term HFD study because the data from individual samples were not available^4^. These findings suggest that short-term dietary intervention and AgRP activation have a more similar impact on sperm tsRNA profiles, while long-term HFD produces distinct changes, indicating different underlying mechanisms at play. This unexpected regulation by AgRP neurons highlights a potential upstream regulatory link that influences the response of sperm tsRNAs to varying metabolic conditions.

For the other biotypes, we did not see such consistency. However, we identified miR-451a as significantly altered in both our data and the long-term HFD and WD studies, while miR-486 (a and b) was significantly altered in both our study and the short-term HFD and long-term WD studies. 

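Mature miR-451a comes from the gene Mir451a on chromosome 11 of GRCm38 (78073170 to 78073241, plus strand). Its fragment with most reads, of 23 nt, had 55.4 ± 48.8 CPM in activated and 205 ± 99.9 CPM in control sperm (SD, n = 4 each; log2 fold change -1.89, standard error 0.65, edgeR adjusted p = 0.559), and DESeq2 did not call it (adjusted p = 0.113). The called fragment with most reads was 26 nt long, with 15.8 ± 9.71 against 63.7 ± 37.1 CPM (SD, n = 4 each; log2 fold change -2.01, standard error 0.60, edgeR adjusted p = 0.377, DESeq2 adjusted p = 0.0332). Over all fragments of miR-451a the log2 fold change was -1.92 (standard error 0.51, edgeR adjusted p = 0.542), and DESeq2 called it lower (adjusted p = 0.0161). Reads of miR-486a and miR-486b are shared, so the files count them together. GENCODE places Mir486 on chromosome 8 of GRCm38 (23142555 to 23142682, plus strand), within an intron of Ank1. Its called fragment with most reads was 22 nt long, with 49.7 ± 36.4 against 266 ± 193 CPM (SD, n = 4 each; log2 fold change -2.42, standard error 0.69, edgeR adjusted p = 0.328, DESeq2 adjusted p = 0.0207). Together miR-486a and miR-486b had 63.4 ± 30.7 against 319 ± 190 CPM (SD, n = 4 each), with every activated sample below every control sample (exact permutation test, two-sided, p = 0.0286). Their log2 fold change was -2.33 (standard error 0.54, edgeR adjusted p = 0.542), and DESeq2 called them lower (adjusted p = 0.00170). In both sets of samples the ratio to control was below 1, at 0.328 and 0.202 for miR-451a and 0.201 and 0.197 for miR-486. Both miRNAs are on a list of erythrocyte miRNAs, on which miR-144 had a mean log2 CPM difference of -1.75 (edgeR log2 fold change -0.87, standard error 0.93, adjusted p = 0.691). The median difference of the 8 miRNAs on that list other than miR-451a and miR-486 was 0.056. Abundant members such as miR-16, at a log2 CPM of 17.405 to 18.428, would hide a small share of blood. Over the 8 samples, miR-144 rose with miR-451a (Pearson r = 0.873, exact permutation test, adjusted p = 0.00525). It also rose with miR-486 (Pearson r = 0.753, exact permutation test, adjusted p = 0.0335). Both groups were pooled for these correlations. Less blood RNA in activated samples therefore stays open.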

Given the more immediate relevance of short-term dietary changes to our AgRP activation model, we focused our Gene Ontology analysis on miR-486 (a and b) to understand the specific biological pathways they might influence. This analysis revealed that many pathways were related to biological regulation and developmental processes (Fig. 1i). This suggests that while the overlap in miRNA changes is less pronounced, the functional implications of these changes might still be significant, particularly in the context of early developmental stage. Finally, we only saw one piRNA that was significantly altered by a short period of HFD and AgRP activation (Fig. 1e). 

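The files label these fragments only as piRNA, so piR-54805467 was not matched to a fragment. All 12 piRNA fragments called lower lie within 2 edits of an annotated fragment, 3 of them of miR-486 and 9 of Glu-CTC-5'.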

While our analysis examined individual piRNAs, future studies would benefit from analyzing piRNAs at the cluster level, as this approach better reflects their biological organization and function. Given the complex and still-emerging understanding of piRNA functions, it is difficult to draw definitive conclusions about their role and significance in the context of AgRP neuron activation and HFD feeding. Overall, this indicates that while tsRNAs show a clear and consistent response to both AgRP neuron activation and HFD feeding, the responses of other sncRNA biotypes may be more specific to the type of metabolic perturbation or involve different regulatory mechanisms.

Our findings should be considered in the context of the diverse pathways through which sperm RNA content can be modified. These range from direct effects on developing sperm cells in the testes to epigenetic modifications and RNA transfer via epididymosomes. The rapid changes we observe in sperm RNA content following AgRP neuron activation suggest that these neurons might influence these pathways through systemic signals or neural circuits that affect the reproductive tract.

Our findings should be considered in the context of the multiple pathways that modulate the sperm RNA payload. First, environmental and metabolic challenges exert direct effects on developing sperm cells in the testes, influencing spermatogenesis and the biogenesis of tRNA fragments^1,4,5^. Second, post-testicular processes critically shape the sperm RNA payload, as exemplified by the rapid modification mediated through the transfer of RNAs via epididymosomes, which facilitates active RNA exchange between epididymal cells and maturing sperm^11,12^. Finally, emerging evidence suggests that RNA stability and processing in the epididymis are tightly regulated by a variety of RNA-modifying enzymes. In addition to nucleases identified in single-cell analyses^21^, enzymes such as angiogenin^20^ and DNMT2^10^ have been implicated in the biogenesis and modulation of tsRNAs. This coordinated enzymatic control may enable a rapid reshaping of the sperm RNA landscape in response to external metabolic cues. The rapid changes we observe in sperm RNA content following AgRP neuron activation imply that these neurons might influence these pathways through systemic signals or neural circuits that affect the reproductive tract. This modulation could involve hormonal or autonomic mechanisms similar to those described in previous works addressing the neural control of reproductive functions^15,20^. Such mechanisms might enable a fast adjustment in the RNA processing machinery without requiring de novo RNA synthesis, thereby aligning with the acute time frame of our observations.

In summary, our study demonstrates for the first time that AgRP neuron activation significantly alters the sperm sncRNA payload, with notable downregulation of specific tsRNAs, miRNAs, and rsRNAs, while piRNAs exhibit both upregulation and downregulation patterns. The consistent downregulation of tsRNAs parallels earlier findings from studies on HFD and WD feeding. Our results indicate that the detrimental effects of obesity on sperm RNA composition may be partially mediated via a common upstream regulatory mechanism involving AgRP neurons. These results reveal a new and unexpected perspective on the modulation of epigenetic information carried by sperm mediated by hypothalamic AgRP neurons.

While our findings provide novel evidence that AgRP neurons can influence sperm RNA composition, we acknowledge that additional validation approaches would further strengthen these observations. Future work will be valuable to deepen our understanding of the molecular mechanisms connecting hypothalamic AgRP neuron activity to sperm RNA modifications, particularly focusing on the precise pathways mediating these rapid changes in RNA content.

## Methods

### Animals

The University of Barcelona Ethics Committee approved all animal research (Approval No. CEEA-390/19), which were conducted in accordance with the current laws in Catalonia, Spain, and Europe. Mice were housed in a controlled environment, maintaining a temperature range of 20–24ºC and a 12-hour light-dark cycle. The mice’s health condition was constantly evaluated. *Agrp*^*+/+*^ and *Agrp*^*Cre/+*^ were purchased from Jackson Laboratory (Strain #:012899). We crossed *Agrp*^*Cre/+*^ with *Agrp*^*+/+*^ to generate more *Agrp*^*+/+*^ with *Agrp*^*Cre/+*^. *Agrp*^*+/+*^ were used as control. All the methods and procedures were reported in accordance with ARRIVE guidelines.

### Stereotaxic surgery

Eight-week-old *Agrp*^*Cre/+*^ and *Agrp*^*+/+*^ male mice, were anesthetized using a Ketamine/Xylazine mixture (i.p., 100 mg/Kg and 10 mg/Kg) and secured in a stereotaxic frame (Kopf Instruments). For pain management and postoperative recovery, the mice were administered Buprenorphine (i.p., 0.3 mg/Kg) prior to surgery and every 12 h thereafter for 72 h. The surgical procedure began by exposing the skull and drilling a small hole for the precise injection of an adeno-associated virus (AAV) into the ARH. The AAV, containing excitatory Designer Receptors Exclusively Activated by Designer Drugs (DREADDs) encoding hSYN-DIO-hM3D(Gq)-mCherry (Addgene - # 44361-AAV9–1.10 × 10^13^ gc/mL), was delivered bilaterally (300 nL per side) using a 33-gauge needle attached to a 5 µL syringe (NeuroSyringe, Hamilton) at a rate of 50 nL/min. The coordinates used for the injections relative to Bregma were AP: -1.5 mm; ML: ± 0.3 mm; DV: -5.8 mm below the skull surface. After an 8-minute interval, the needle was raised 1 mm, held for an additional minute, and then fully retracted. The surgical site was sealed and the mice were kept on a heating pad at 37ºC until they fully recovered from the anesthesia, after which they were returned to their home cage.

### Chemogenetic activation of AgRP neurons

On experimental days, cage food was removed for 1 h. Then mice were intraperitoneally injected with Clozapine-N-oxide (CNO; 1 mg/kg body weight for activation; Tocris Bioscience - #4936) dissolved in sterile saline. Mice were euthanized 4-hours later. Correct injection sites were confirmed in every mouse post-mortem by assessing mCherry signal under fluorescent microscope (Nikon Eclipse Ni-U).

### Brain histology

Mice were perfused transcardially with ice-cold phosphate-buffered saline (PBS), followed by a fixative solution (4% PFA). Brains were dissected and post-fixed in 4% PFA at 4 °C for 24 h, then cryoprotected in 30% sucrose in 1x PBS (pH 7.4). Brain sections, 26 μm thick, were prepared using a cryostat (Leica Biosystems, IL, USA) at − 20 °C. For cFOS immunodetection, brain slices containing the ARH were extensively washed in PBS buffer and blocked in 3% BSA, 2% chicken serum in PBS plus 0.2% Triton X-100 for 1 h. Sections were incubated with a rabbit anti-cFOS antibody (1:500; Synaptic Systems - # 226008) in blocking buffer overnight at 4 °C. After washing with PBS 0.2% Triton X-100, slices were incubated with a chicken anti-rabbit Alexa Fluor 488 antibody (1:300) for 1 h at room temperature. After washing with PBS 0.2% Triton X-100, slices were mounted with Vectashield antifade mounting medium with DAPI (Vector Laboratories, USA). Images were taken using an Olympus BX41 fluorescence microscope equipped with a 20x objective.

### Mouse mature sperm extraction

Mature sperm extraction from mice was conducted according to the established protocol for murine in vitro fertilization. Initially, a Petri dish was set up with 1mL of 1x PBS in the middle, covered with paraffin oil (#76235 – Sigma). After euthanizing the male mouse via cervical dislocation, the caudae epididymides were removed and placed on the paraffin oil in the prepared dish. Each cauda was then cut using scissors at the midpoint to release the sperm clusters, which were gently moved toward the PBS in the center of the dish. The sperm remained in the PBS for 10 min at room temperature. Subsequently, the solution with the sperm was collected and spun at 600 g at 4ºC for 5 min. Finally, the sperm underwent two additional washes with 1x PBS.

### Small non-coding RNA sequencing (sncRNA-seq)

Mature sperm RNAs were extracted using Trizol (#15596026 – Thermo Fisher Scientific) following standard protocols. Quantification of each samples was performed using a Qubit fluorometer (Thermo Fisher Scientific). RNA integrity analysis was performed by analyzing each sample in a Agilent High Sensitivity RNA ScreenTape System (Agilent). Small non-coding RNA libraries were generated with 100ng of RNA with NEXTFLEX Small RNA-Seq kit v4 with UDIs (NOVA-5132-31 – Perkin Elmer). Libraries were sequenced on an Illumina NextSeq2000 (Illumina, Inc.) in single-end mode with a read length of 1 × 50 bp.

### Sperm purity assessment by qPCR

RNA was reverse transcribed using the High-Capacity cDNA Reverse Transcription Kit (#4368813, Thermo Fisher) following manufacturer’s instructions. qPCR was performed using TaqMan Gene Expression Master Mix (Applied Biosystems, #4369016) with TaqMan probes for *Prm1* (Mm01342731_g1, Thermo Fisher), *Prm2* (Mm03048199_m1, Thermo Fisher), *C-kit* (Mm00445212_m1, Thermo Fisher) and *E-cadherin* (Mm01247357_m1, Thermo Fisher) on a QuantStudio 5 Real-Time PCR System (Applied Biosystems). Relative gene expression was calculated using the 2^-ΔΔCt method with Prm1 as the reference gene.

### SncRNA-seq quality control and data analysis

After sequencing, we used the Small non-coding RNA annotation Pipeline Optimized for rRNA- and tRNA-Derived Small RNAs (SPORTS1.1)^22^ to trim, map and annotate fragments. We used SPORTS1.1 with default parameters in which reads were trimmed and filtered for low quality base-pairs. Sequencing duplicates were not removed. In addition, reads with a length shorter than 15 bp or greater than 45 bp were excluded from the analysis. Then, the remaining reads were mapped using bowtie^23^ to mouse reference genome and small RNA annotation databases, with no mismatches allowed. These were obtained from SPORTS1.1 as provided by the authors; including mm10 reference genome, miRNA from miRBase (release-21), rRNA curated sequences from National Center for Biotechnology Information (NCBI) Nucleotide, tRNA from GtRNAdb, piRNA from piRBase, other ncRNA from Ensembl (release-89), and Rfam (release-12.3).

SPORTS1.1 output files were used to generate normalized RPM counts for the different small RNA biotypes annotations per sample and fragment length. Small RNA biotype abundance per experimental group was calculated averaging the previous values.

Differentially expressed fragments analysis was carried out in R v4.3.1 with DESeq2 R package v1.40.2^24^ using raw fragment counts. Only sequences with counts > = 50 in at least 4 biological replicates were considered. Thresholds to define differentially expressed fragments (DEFs) were set using *P*_*adj*_ < 0.05 (using Benjamini-Hochberg FDR) and log2[fold change (FC)] > |1|. For a better estimation of log2(FC) we used shrunken log2(FC) with *apeglm* method^25^, which looks at the largest fold changes that are not due to low counts and uses these to inform a prior distribution, allowing to compare estimated log2(FC) across experiments. Heatmaps were made using VST-normalized expression values of DEFs using pheatmap R package v1.0.12.

Functional enrichment analysis with gene ontologies was conducted using g: GOSt from g: Profiler R package v 0.2.3 with predicted gene targets for miR-486; only significant functional pathways (Padj < 0.05) were considered. These targets were obtained from the TargetScanMouse database (v8)^26^, which contains information for predicted microRNA targets in mice. In this case, we extracted the predicted targets for the miR-486 conserved family.

We used the same approach and thresholds to reanalyze Tomar et al. mapped reads to obtain their set of DEFs. For Raad et al., we used DEFs as included in the study’s source data. Intersection between small RNA biotypes was restricted to annotations of each study’s DEFs, in which we evaluated whether their results included the same biotype annotations as in our analysis. Results were represented in a chord diagram made with the circlize R package v0.4.15^27^. We aggregated RPM values of each intersected tsRNA DEFs to compare their abundance between the respective experimental groups per study.

### Statistical analysis

Data is presented as the mean value accompanied by their respective standard errors (SEM). Statistical evaluations were conducted with GraphPad Prism software (version 10) or R v4.3.1. Details on the specific statistical tests applied to each study are indicated in the legends accompanying the figures.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

## Data Availability

The sncRNA-Seq datasets generated and analyzed in this research can be found in the NCBI GEO repository with the accession number GSE277621.

# Supplementary material for: AgRP neurons shape the sperm small RNA payload
**Source:** Sci Rep. 2025 Feb 28;15:7206. doi: 10.1038/s41598-025-91391-4
**Supplement:** Supplementary file 1 — Supplementary Material 1

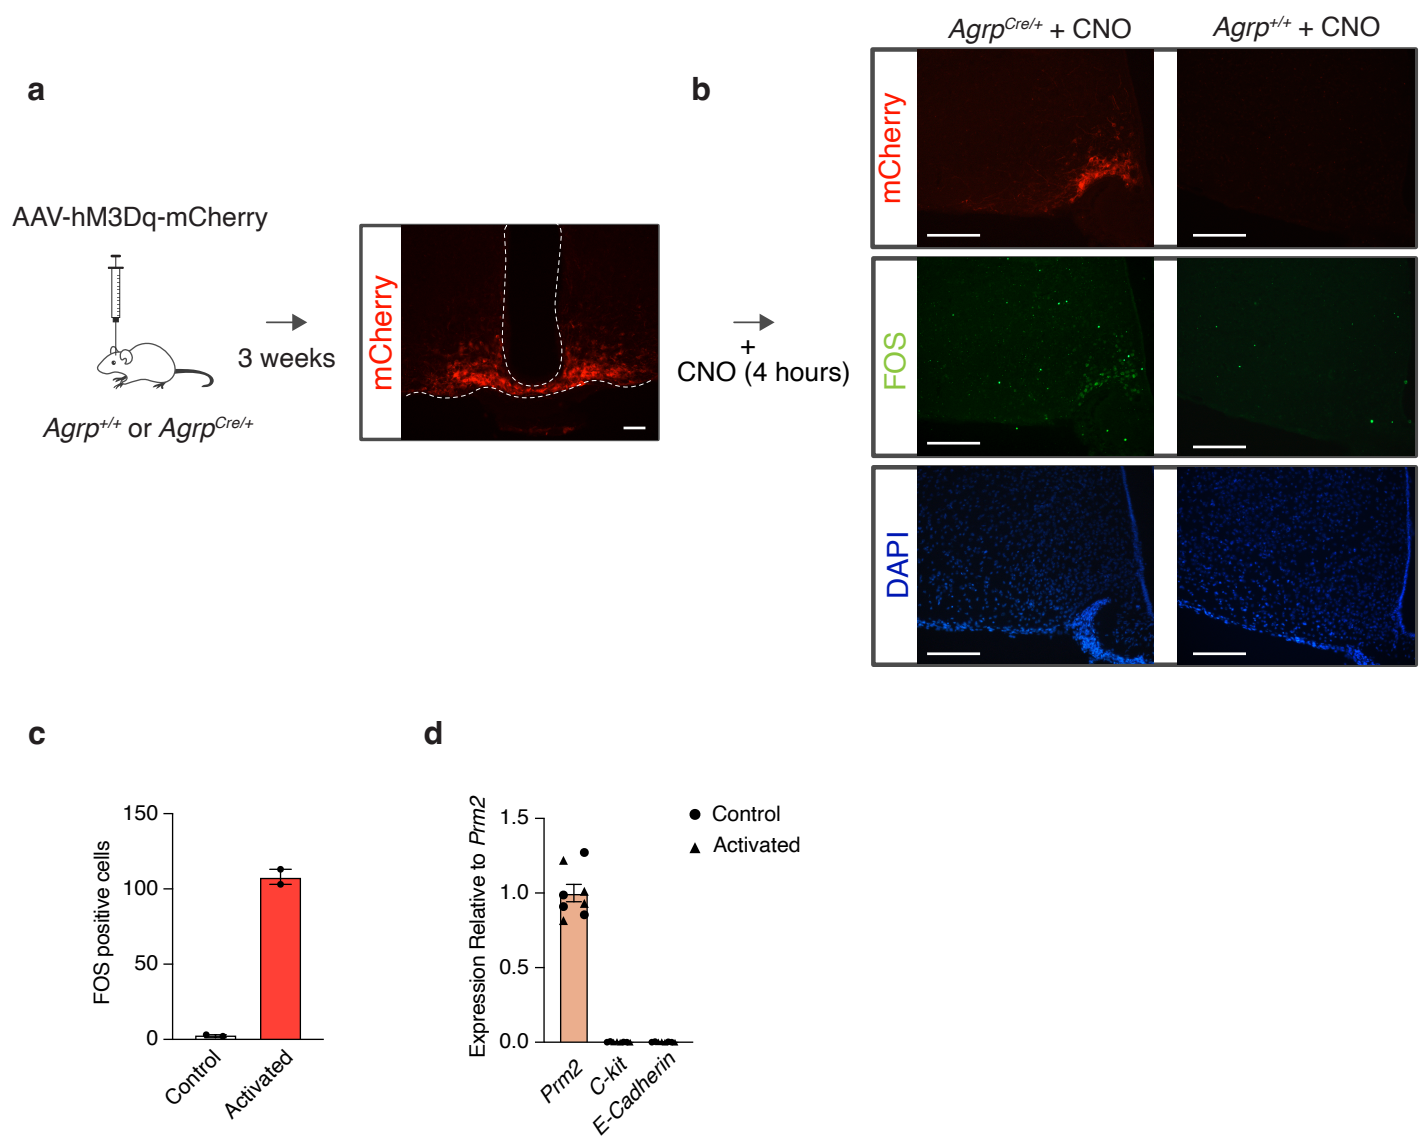

**a**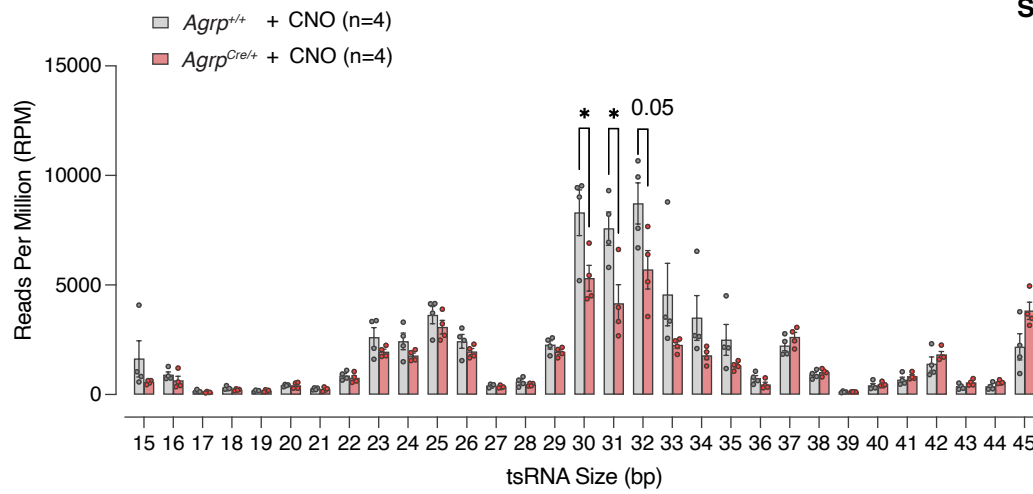**b**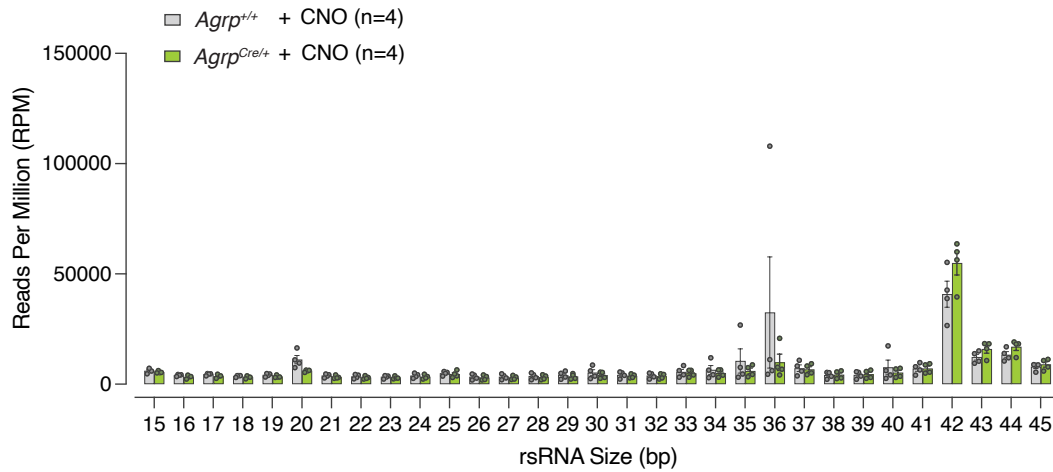**c**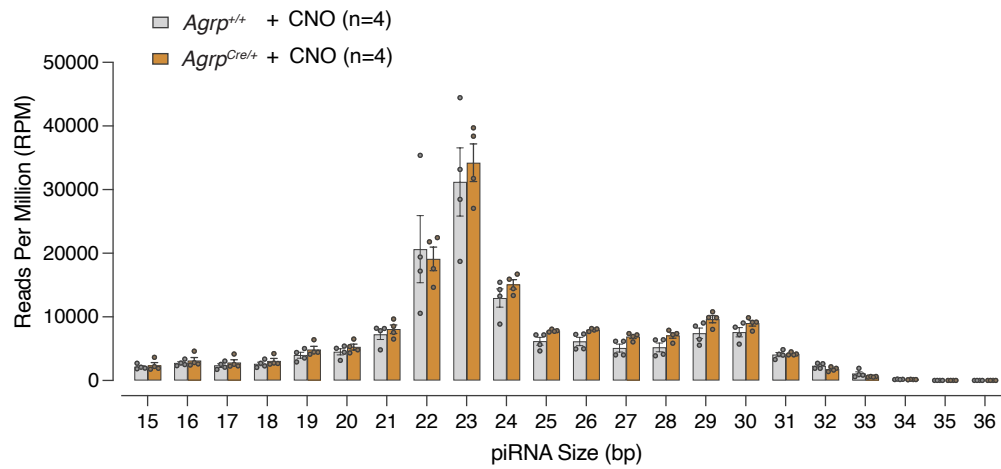**d**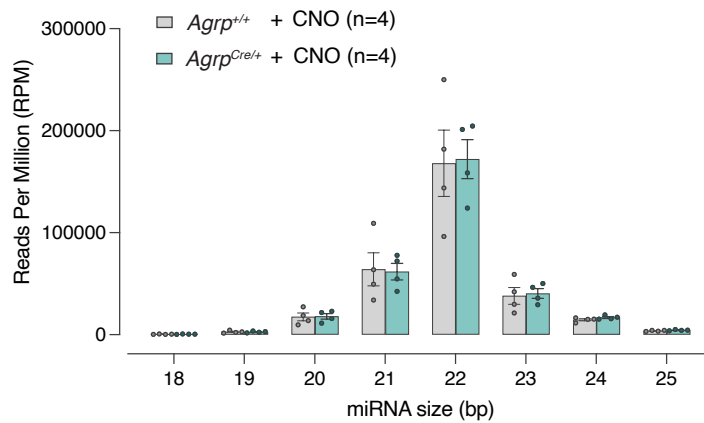**e**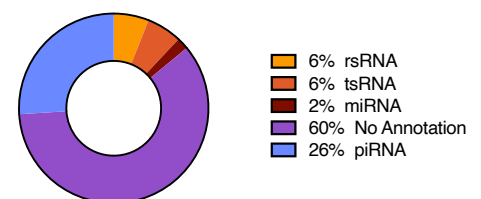

### Supplemental Figure 1:

(a) Schematic of the approach to express the excitatory DREADD activator (hM3Dq) in AgRP neurons. The representative images show mCherry reporter expression in a coronal section containing the arcuate of the hypothalamus.

(b) Assessment of chemogenetic activation of AgRP neurons in *Agrp<sup>+/+</sup>* and *Agrp<sup>Cre/+</sup>* mice expressing DREADD activator (hM3Dq) 4 hours after CNO injection. Representative images of FOS (green), mCherry (red) and DAPI nuclei counterstaining (blue) are shown. Scale bar: 50µm. n = 2 per group.

(c) Quantification of FOS positive cells in *Agrp<sup>+/+</sup>* and *Agrp<sup>Cre/+</sup>* mice expressing DREADD activator (hM3Dq) 4 hours after CNO injection.

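The supplementary sheet behind this panel lists threshold cycles of Prm1, Prm2, C-kit and E-cadherin for 4 activated and 4 control samples, and expression is calculated relative to Prm1. Prm1 and Prm2 encode protamines, which package DNA in mature sperm, E-cadherin marks epithelial cells and C-kit marks stem cells, so a low E-cadherin or C-kit value relative to Prm1 stands for little RNA from those cells.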

(d) Expression levels of *Prmt2*, *E-Cadherin*, and *C-Kit* measured by quantitative PCR (qPCR) in mature sperm from control (circle) or activated (triangle) mice (n=8).

### Supplemental Figure 2:

Abundance of (a) tsRNA5', (b) rsRNA, (c) piRNA and (d) miRNA across different fragment size. Bp base pair.

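The percentages in this panel count fragments, each once, whatever its number of reads. A distinct sequence that differs by 1 base from another counts as a fragment of its own.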

(e) Percentage of the different biotypes that differentially expressed after AgRP activation.

Data are presented as mean ± s.e.m. and were analyzed by unpaired two-tailed Student's t-tests (a-d).

How the deposited data were processed for this re-analysis (not part of the article)

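Small RNA of mature sperm from 8 mice was sequenced, 4 with AgRP neurons activated (Agrp Cre/+ with CNO) and 4 controls (Agrp +/+ with CNO), 1 library per mouse. The authors prepared libraries from 100 ng of RNA and sequenced single reads of 50 bp. For each sample 2 tables were used. The first gives counts, the raw reads of each distinct sequence, which the authors made with SPORTS1.1 at default parameters by trimming adapters, filtering on quality, keeping reads of 15 to 45 bp with duplicates left in and matching with 0 mismatches to mm10 and to databases of miRNA, rRNA, tRNA, piRNA and other ncRNA. The second gives expected counts, the reads per annotation class from the same step by the authors, as deposited, in which class totals are whole and the entries below a class divide a read among the RNAs it matches. Neither table is normalized.

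Samples were grouped by the deposited labels into activated and control. Total reads per sample ranged from 9297271 to 23123740. Counts were not given binomial intervals, since reads without molecular identifiers are not independent molecules, and the spread between the 4 mice of a group was taken as the error. A count of 0 was read as at most 3 counts, a floor that covers counting error only.

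Fragments and RNA species (fragments summed by annotated RNA and tRNA end) with at least 50 counts in at least 4 samples were tested with edgeR 4.0.16 (TMM normalization, quasi-likelihood test) in R 4.3.3. The thresholds were a Benjamini-Hochberg adjusted p of 0.05 and a log2 fold change of 1. DESeq2 1.42.0 with apeglm 1.24.0, the tools named in the paper, was run on the same counts. Both were tested on simulated data with 200 changed fragments. Biotype shares, RPM by length and summed tsRNA abundance were compared by two-sided exact permutation tests over the 70 assignments of 4 samples against 4, with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Figures were drawn with matplotlib 3.10.9.

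Named fragments followed a rule set before the data were examined. They are, for each RNA species that the paper names, the called fragment of highest mean count, or the tested one where none is called, and the 3 called fragments with the largest rise and the 3 with the largest fall among those whose groups do not overlap. As edgeR called 0 lower, with 403 lower at an unadjusted p under 0.05, the falls and the called fragments of the named species were taken from the DESeq2 calls. For some species the tested fragment of highest mean count is given as well. The values of 2 of these falls, both piRNA fragments, are not given. Lists of miRNAs typical of erythrocytes, leukocytes, epithelium, muscle and vessel, and testis and sperm were compared with camera (preset correlation 0.01) and fry of limma 3.58.1 on log2 CPM with a prior count of 2. Fragments of at least 20 nt were looked up in the 3994 bacterial 16S rRNA sequences packaged with dada2 1.30.0, and all were compared with conserved bacterial rRNA sites, with annotated fragments within 2 edits, and with GENCODE transcripts by bwa 0.7.19 with at most 1 mismatch.

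Alternatives were the DESeq2 tests, median-ratio and library size scaling, other count minimums, tests without a fold change minimum, fragments that match the genome or have an annotation only, a replicate block, the paper's qPCR E-cadherin to Prm1 ratio as a covariate, other denominators for RPM and shares, and leaving out each sample in turn. The 2 sets of samples that the first principal component separates were added as a covariate after the data were examined. Whether called fragments cluster in the genome was not tested, since no genome sequence was at hand. The dietary studies that the paper compares with were not analysed here. The files annotate piRNAs only as piRNA, so no single piRNA could be named.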

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

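Of the tests below, that of strain variants was chosen before the data were examined and all others after the results were seen. Samples far from the rest of their group were sought by the gap to the nearest sample divided by the range of the group (Dixon's ratio, at its 95% critical value). Of 103 groups from 52 results 14 passed, against 5.15 expected by chance at 1 in 20. Control replicate 3 accounts for 5 of them, activated replicate 1 for 3, and activated replicates 3 and 4 and control replicate 4 for 2 each.

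Fragments that do not match the mouse genome include some with a signal that the paper does not discuss. The 189 such fragments that DESeq2 called higher summed to 4819 ± 2806 RPM (SD, n = 4) in activated and 514 ± 196 RPM (SD, n = 4) in control sperm, a ratio of 9.37 (exact permutation test, p = 0.0286). The fragments were chosen on these samples, so this p is not independent of the choice. Over all tested fragments that do not match the genome, the sum was not higher (169617 ± 14982 against 203750 ± 72622 RPM, SD, n = 4 each; ratio 0.832, exact permutation test, p = 0.571). Control replicate 3 held 310929 RPM of these, against 151850 to 183630 RPM in the other controls. Reads with a conserved bacterial rRNA site, which were not chosen by group, stood at 2.42 times control (643 ± 402 against 266 ± 118 RPM, SD, n = 4 each; exact permutation test, p = 0.0857), with 3 of 4 activated samples above all controls. Among those fragments called higher, 1.06% lie within 2 edits of an annotated mouse fragment, against 38.6% of the fragments not called, which argues against edited or misread copies of abundant mouse fragments. Only 1.59% are 1 substitution from a fragment that matches the genome and has at least 1 count in at least 4 samples. Of the 189, 124 were above the floor in every control sample. Both values argue against strain variants linked to the Agrp allele. With the sets of samples that the first principal component separates as a covariate, edgeR called 100 of all tested fragments higher, against 61 without it. Each set holds 2 activated and 2 control samples, so a library batch along that split would fall on both groups alike. The rise in calls does not test for such a batch, since a balanced covariate takes spread out of the error. This fit was chosen after its value was known. Other batches were not tested. Within these sets, reads with a conserved bacterial rRNA site stood at 2.59 and 2.30 times control. Exact matches to bacterial 16S rRNA were more frequent among the fragments called higher than among those not called (Fisher's exact test, p = 2.8e-05 across fragments, which are not independent). Bacterial RNA in the activated samples may therefore contribute, although 9 of 172 fragments of at least 20 nt had such a match and the origin of the remainder is open. Whether such RNA came with the sperm, from the epididymis or during preparation was not tested. An effect of AgRP neuron activation also stays open and untested, since genotype, activation and any shared handling of the activated mice coincide. Activated replicate 3 was the extreme sample for the 39 nt fragment with the largest rise (ratio 0.843, 18.3 RPM against 5.03 to 7.11 RPM in the others). It also had the lowest percentage of reads matching the genome among activated samples (ratio 0.847, 63.4% against 72.9% to 74.6%).

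Control replicate 3 stood above the other controls for 5' tsRNA of 33 nt (ratio 0.846, 8791 RPM), for the called Ser-TGA-5' fragment (ratio 0.846, 31.5 RPM), for all tested Ser-TGA-5' fragments (ratio 0.862, 105 RPM), for the 16 nt Ser-TGA-5' fragment (ratio 0.836, 30.4 RPM) and for the 31 nt fragment of 4.5S rRNA (ratio 0.861, 52.8 RPM). Without this sample, activated sperm stood at 0.716 of control at 33 nt, against 0.495 with it, at 0.341 for the called Ser-TGA-5' fragment, against 0.174, and at 0.642 over all tested Ser-TGA-5' fragments, against 0.488. Reads of 15 and 16 nt over all classes were 1.32 times the mean of the other controls in this sample, while 5' tsRNA of these lengths was 3.38 times that mean, which argues against more short reads of every class. This sample also held 107407 RPM of rsRNA of 36 nt, against 4473 to 10588 RPM in the other controls. That length was not among the results searched for such samples. Other technical explanations and an individual difference of this mouse were not tested.

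In control replicate 4 the mean log2 CPM of the muscle and vessel miRNAs was 13.974, against 8.335 to 8.924 in the other controls (ratio 0.896). The leukocyte miRNAs stood at 8.893 in this sample and between 7.829 and 9.111 in the other controls, so RNA of every cell type was not raised alike. That list covers 1 cell type, and its member miR-146a was highest in this sample (9.529). The epithelial miRNAs were also higher, at 11.56 against 8.249 to 9.613, so RNA of epithelium and of the muscle and vessels around it may have entered this sample. The paper's qPCR E-cadherin to Prm1 ratio was 0.00570 here and 0.00897 in control replicate 1, whose epithelial miRNAs stood at 8.383. Whether the qPCR samples are in the order of the libraries was not tested. The most abundant muscle and vessel miRNAs were miR-145a and miR-143, at a log2 CPM of 15.291 and 15.246. In the same sample 5' tsRNA of 30 nt was lowest among controls (ratio 0.882, 5198 RPM), and without it the ratio of activated to control fell from 0.639 to 0.569. No biological explanation was tested.

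Activated replicate 1 was above the other activated samples for all tested Ser-TGA-5' fragments (ratio 0.893, 41.5 RPM), for the 16 nt Ser-TGA-5' fragment (ratio 0.878, 22.7 RPM) and for the 23 nt fragment of miR-451a (ratio 0.885, 82.7 RPM). Activated replicate 4 had the lowest value of the called Asp-GTC fragment (ratio 0.879, 4.46 RPM) and the highest of the 24 nt fragment of 28S rRNA (ratio 0.851, 34.8 RPM). For these results no explanation, technical or biological, was tested.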

How the results depend on the processing

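Alternatives were set before the data were examined, except the fits with the 2 sets of samples that the first principal component separates, the DESeq2 fits on part of the fragments, without a replicate or with a covariate, nuclear tsRNA and the lists without a replicate, which were added after the data were seen. Unless a cause is named, the cause was not tested.

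The 61 fragments that edgeR called higher became 195 with DESeq2 and apeglm, 196 with DESeq2 unshrunken, 50 with median-ratio factors and 27 with library size only. They became 202 at a minimum of 10 counts, 1743 at a minimum of 1 count and 24 with the qPCR E-cadherin covariate. That covariate was nearly the same in both groups on average and spread widely within each. The number lower, 0 with 403 at an unadjusted p under 0.05, became 45 with apeglm, 51 unshrunken and 1057 at a minimum of 1 count, where the median of all fragments shifted by 0.143 on the log2 scale. It shifted by -0.107 with the qPCR covariate. With 50 counts in all 8 samples, edgeR called 0 (38 higher and 174 lower at an unadjusted p under 0.05), among fragments that match the genome 0 (35 and 245), and among annotated fragments 0 (143 and 296). In these fits fewer fragments were tested. With the 2 sets of samples as a covariate it called 100 higher and 7 lower, and 0 among fragments that match the genome (53 and 253). Leaving out 1 replicate gave from 0 to 58 fragments higher, with 0 in 6 of 8 fits (without activated replicate 1, 3 or 4 or control replicate 2, 3 or 4). Without an activated replicate, the minimum of 50 counts in 4 samples by itself removes fragments seen only in activated sperm, so those fits, by edgeR and by DESeq2, say little about the stability of such fragments.

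DESeq2 with apeglm called 4 higher and 5 lower among fragments that match the genome, and 307 and 126 with the sets of samples as a covariate. Leaving out 1 replicate gave from 63 (without activated replicate 1) to 248 higher and from 8 (without activated replicate 4) to 178 (without control replicate 1) lower. Of the RNA species, 0 by edgeR, DESeq2 called 3 with apeglm and 3 unshrunken.

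In a paired fit with the replicate number as a replicate block edgeR called 0 fragments (259 higher and 197 lower at an unadjusted p under 0.05), while DESeq2 with apeglm called 178 higher and 36 lower, against 195 and 45 without the block. With the replicate block the ratios of Asp-GTC (0.306), Glu-TTC-5' (0.273) and Ser-TGA-5' (0.174) over called fragments and of Ser-TGA-5' over all tested fragments (0.488) had p = 0.125 in an exact sign-flip test, the smallest that 4 pairs allow, so this says nothing about their stability. The muscle and vessel list (-1.76) passed with the block (FDR 0.0307). Profiles of same-numbered samples correlated at -0.63, -0.55, 0.59 and 0.51. The sign follows the sets of samples that the first principal component separates. These values therefore do not decide whether the numbers pair the samples. Samples in the same place of the paper's qPCR sheet were close, and whether its order is that of the libraries was not tested.

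Counting only reads that match the genome reversed the rsRNA share difference to 1.23 points. Across the 8 fits that each left out 1 replicate, the miRNA difference ranged from -3.71 (without control replicate 3) to 6.25 (without control replicate 4), tsRNA from -4.31 to -1.34 and rsRNA from -5.78 to 1.31 (without control replicate 3).

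The number of 5' tsRNA lengths with p under 0.05, 1 of 31, became 0 with reads that match the genome as denominator, 3 with library sizes scaled by TMM, 0 for all tsRNA and 2 for nuclear tsRNA only. With TMM, 30 nt stood at 0.616 and 31 nt at 0.510 of control. Without 1 replicate at a time there were from 0 to 6 lengths (without control replicate 2), a ratio of 0.569 to 0.677 at 30 nt and 0.440 to 0.613 at 31 nt. The number of miRNA lengths became 0 with reads that match the genome as denominator and 0 with TMM, piRNA 0 and 1, and rsRNA 4 with TMM. The fits without 1 replicate gave from 0 to 3 lengths for miRNA, 0 to 3 for piRNA and 0 to 1 for rsRNA. The paired test was not run for the numbers of lengths.

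With library sizes scaled by TMM, Glu-CTC-5' stood at 0.301 over called and 0.315 over all tested fragments and Glu-TTC-5' at 0.395 over all tested fragments, each now at p = 0.0286, and Ser-TGA-5' at 0.485 over all tested fragments, now at p = 0.0857 (exact permutation tests). Called fragments were chosen on these samples, so the p over them is not independent of the choice. Leaving out 1 replicate, ratios over called fragments ranged from 0.2703 to 0.381 for Asp-GTC, 0.258 to 0.452 for Glu-CTC-5', 0.224 to 0.341 for Glu-TTC-5' and 0.141 to 0.341 for Ser-TGA-5' (highest without control replicate 3). Over all tested fragments they ranged from 0.661 to 0.870 for Asp-GTC, 0.267 to 0.474 for Glu-CTC-5', 0.336 to 0.445 for Glu-TTC-5' and 0.424 to 0.642 for Ser-TGA-5'. Fragments called by edgeR gave no value, since it called 0 of these tsRNAs.

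With fry, epithelium (-1.30) and testis and sperm (0.21) no longer passed. With library size only, erythrocyte reversed to 0.107 and muscle and vessel (-1.62) passed (FDR 0.0240). With each replicate left out in turn, medians ranged from -0.142 to 0.044 for erythrocyte, -0.549 (without activated replicate 3) to 0.471 for leukocyte, -2.36 to -0.256 (without control replicate 4) for muscle and vessel, 0.129 to 0.335 for testis and sperm and -0.022 to 0.166 for erythrocyte without miR-451a and miR-486. Testis and sperm no longer passed under camera without control replicate 4 (FDR 0.267), activated replicate 4 (0.0717) or activated replicate 2 (0.0599). It passed in the other fits that left out 1 replicate. Muscle and vessel passed without control replicate 1 (camera FDR 0.0292) or control replicate 3 (0.0293), and in no other of these fits.

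The most abundant 18S fragment, with a log2 fold change of -0.08, reversed to 0.0036 with 50 counts in all 8 samples, 0.039 with library size only, 0.016 among fragments that match the genome and 0.051 among annotated fragments. Leaving out 1 replicate it ranged from -0.38 to 0.39. For the other named fragments and species, 229 values kept their direction and side of the threshold under other alternatives, 39 passed it and 1 no longer did. In the fits that left out 1 replicate, 191 kept both and 9 no longer passed. Genomic position of called fragments was not run. The depth limits fragments at or under the floor of 3 counts. The 39 nt fragment with the largest rise was under it in every control sample, and its rise is given as a lower bound. The 18 nt fragment had 5, 0, 0 and 3 counts in control samples and the 40 nt fragment 13, 0, 1 and 7. Their log2 fold changes, given without a bound, rest on few control counts.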

Differences from the paper's values

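The paper reports 195 fragments higher in activated sperm, and edgeR called 61 here. Of the alternatives set before the data were examined, DESeq2 with apeglm gave 195, DESeq2 with unshrunken fold changes 196 and edgeR with a minimum of 10 counts 202, and no other came within 1.5 times the paper's value. The paper reports 45 fragments lower, and edgeR called 0, with 403 lower at an unadjusted p under 0.05. DESeq2 gave 45 with apeglm and 51 without, and no other alternative set before the data were examined came close. DESeq2 with apeglm is the test that the paper's methods name.

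As a share of the fragments tested, the paper's value is 2% and edgeR's calls here made up 0.505%. DESeq2 gave 1.99% with apeglm and 2.05% without, and the other alternatives set before the data were examined did not close the gap. Among called fragments the paper reports 6% rsRNA, 6% tsRNA and 2% miRNA. Among edgeR's calls each of these was 0%. Among the calls of DESeq2 with apeglm, the only alternative for which they were computed, they were 4.17%, 5.83% and 1.67%.

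For 5' tsRNA of 32 nt the paper's p is 0.05, and the exact permutation test gave 0.0857. The legend of Supplemental Fig. 2 names unpaired two-tailed Student's t-tests, which were not run here, so the p values at single lengths come from different tests. The paper's reduction is 40%, and the reductions here, 36.1% at 30 nt, 45.1% at 31 nt and 34.7% at 32 nt, differ from it by less than the spread between mice. Without activated replicate 2 it gave 0.0571. No other alternative set before the data were examined came within 1.5 times the paper's value.

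The paper describes 5' tsRNA of 30 and 31 nt as significantly lower. Exact permutation tests, in place of the tests the legend names, gave p = 0.0857 at 30 nt and 0.0571 at 31 nt. With library sizes scaled by TMM both reached 0.0286, as did 30 nt without control replicate 4 and 31 nt without activated replicate 2. The paper states that miRNAs, piRNAs and rsRNAs show no difference at any length. Here 1 length of miRNA, 2 of piRNA and 1 of rsRNA reached an unadjusted p of 0.0286, and 0 remained after adjustment.

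The paper lists tsRNAs, miRNAs, rsRNAs and some piRNAs as lower in activated sperm. EdgeR called 0 of these fragments, and 0 of the RNA species miR-451a, miR-486a and miR-486b, Ser-TGA-5', Glu-TTC-5', Glu-CTC-5' and Asp-GTC, while DESeq2 called fragments of each of them. Summed by species, DESeq2 called 3 lower, namely miR-486a with miR-486b, miR-451a and Glu-TTC-5'. An edgeR fit with the 2 sets of samples as a covariate, chosen after seeing the values, called 4 tsRNA and 2 piRNA fragments lower. In Fig. 1f Ser-TGA-5' has the highest relative abundance of the 4 tsRNAs, at about 0.38 in Fig. 1f, read by eye. Here the called fragment of Ser-TGA-5' had the lowest, 0.174, and 0.341 without control replicate 3. Over all tested fragments it was 0.488.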

Other observations

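The tests of blood RNA, of sperm purity, of library size and of other splits for edgeR's fragment calls were chosen before the data were examined, and the others after the results were seen.

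Of the 35 splits of the 8 samples into 4 against 4, 2 gave at least as many edgeR calls as the 61 of the real split. The other is the split along the first principal component, activated replicates 1 and 4 with control replicates 2 and 4 against the rest, with 3533 calls. The same 2 of 35 splits gave as many DESeq2 calls as the real one. Total reads did not differ between groups (exact permutation test, p = 0.943), which argues against library size as the source of the calls. With the sets of samples on either side of the first principal component as a covariate, 1 of 34 splits, the real one, gave as many as its 107 edgeR calls, and the other 33 gave 0. Many of these splits do not divide each set evenly, as the real one does. They overlap with the covariate, so their 0 calls say less. Among evenly divided splits the real one also gave the most calls, but that comparison rests on fewer splits of this fit. Of the 100 fragments higher in that fit, 76 had no annotation and 22 were piRNA among those that do not match the genome. For RNA species, edgeR called 0 in the real split (10 higher and 35 lower at an unadjusted p under 0.05), so its count was not compared with other splits. DESeq2 called 3, and 11 of 35 splits gave as many, up to 102.

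The fall of miR-451a, miR-486a and miR-486b may come from less blood RNA in the activated samples, and cannot be told apart from a change in sperm. The erythrocyte list without these miRNAs had a median log2 difference of 0.0559, but its members went both ways. Its erythroid member miR-144 was lower by a mean log2 CPM difference of -1.75. The abundant miR-16, at a log2 CPM of 17.405 to 18.428, would hide a small share of blood. With the paper's qPCR E-cadherin to Prm1 ratio as a covariate, the log2 fold change of miR-486a and miR-486b was -2.33 and that of miR-451a -1.86. This does not decide whether sperm purity played a part, since the ratio was nearly the same in both groups and adjusting for it had little to remove. The ratio covers epithelial cells and not blood, and whether the sheet's samples are in the order of the libraries was not tested.

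The lists of miRNAs gave the following median log2 differences. Epithelium stood at -1.30 (7 of 7 lower, camera FDR 0.00103, 5 of 35 splits with as small a p), erythrocyte at -0.033 (FDR 0.182, 3 of 35 splits), leukocyte at 0.40 (FDR 0.897, 31 of 35 splits), muscle and vessel at -1.76 (FDR 0.0591, 13 of 35 splits) and testis and sperm at 0.21 (FDR 0.0240, 11 of 35 splits). The erythrocyte list without miR-451a and miR-486 had 29 of 35 splits with as small a p. Under fry no list passed an FDR of 0.05, and both calls of camera, epithelium and testis and sperm, had an FDR of 0.425. Without control replicate 4 the testis and sperm list did not pass under camera either (FDR 0.267). Of the miRNAs on the lists, 7 of 7, 10 of 12, 5 of 7, 3 of 6 and 17 from 15 listed names were measured in these sperm samples, in the order above. No miRNA is on 2 lists, and miR-451a and miR-486 on the erythrocyte list are ones that the study picked from these libraries.

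Without control replicate 4 the median of the epithelial miRNAs was -0.543 (6 of 7 lower, camera FDR 0.0182), so that sample accounts for part of the difference. Whether it accounts for all of it cannot be told apart with the 7 samples that remain. The most abundant epithelial miRNAs, miR-200c and miR-141, stood at a log2 CPM of 14.049 and 13.839 in that sample.

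All 12 piRNA fragments that DESeq2 called lower do not match the genome, and all 12 lie within 2 edits of an annotated fragment, 9 of Glu-CTC-5' and 3 of miR-486. Among piRNA fragments not called that do not match the genome, 930 of 1318 (70.6%) lie as close to an annotated fragment (Fisher's exact test, p = 0.0232 across fragments, which are not independent). The limit of 2 edits was chosen after the values were seen. Within 1 edit lie 8 of the 12 (66.7%), against 737 of the 1318 not called (55.9%). This smaller gap was not tested. These piRNA calls may therefore be variants of miR-486 and Glu-CTC-5' fragments, which were lower as well. Over all tested piRNA fragments, 13.1% of reads match the genome, 76.6% belong to fragments within 2 edits of an annotated miRNA, tsRNA or rsRNA fragment, and 10.3% to neither.

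In the paper's qPCR sheet for the 8 samples, the threshold cycles of the 4 genes differed on average by 0.0710 to 0.168 between an activated sample and the control sample in the same place in its group. Between the other 12 pairs across groups they differed by 0.268 to 2.37. Of the 24 ways to match activated to control samples, 1 was as close. The paper's E-cadherin to Prm1 ratio did not differ between groups (log2 difference -0.026, exact permutation test, p = 0.914). No explanation was tested.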
